# Transcriptional Profiling of Ectoderm Specification to Keratinocyte Fate in Human Embryonic Stem Cells

**DOI:** 10.1371/journal.pone.0122493

**Published:** 2015-04-07

**Authors:** Ana Mafalda Baptista Tadeu, Samantha Lin, Lin Hou, Lisa Chung, Mei Zhong, Hongyu Zhao, Valerie Horsley

## Abstract

In recent years, several studies have shed light into the processes that regulate epidermal specification and homeostasis. We previously showed that a broad-spectrum γ–secretase inhibitor DAPT promoted early keratinocyte specification in human embryonic stem cells triggered to undergo ectoderm specification. Here, we show that DAPT accelerates human embryonic stem cell differentiation and induces expression of the ectoderm protein AP2. Furthermore, we utilize RNA sequencing to identify several candidate regulators of ectoderm specification including those involved in epithelial and epidermal development in human embryonic stem cells. Genes associated with transcriptional regulation and growth factor activity are significantly enriched upon DAPT treatment during specification of human embryonic stem cells to the ectoderm lineage. The human ectoderm cell signature identified in this study contains several genes expressed in ectodermal and epithelial tissues. Importantly, these genes are also associated with skin disorders and ectodermal defects, providing a platform for understanding the biology of human epidermal keratinocyte development under diseased and homeostatic conditions.

## Introduction

The skin serves as a protective barrier that establishes an organism’s first line of defense against external aggressions such as UV light, microbial pathogens, hazardous substances, mechanical stress, and loss of internal bodily fluids [1, 2]. These essential functions are mediated by the epidermis, the outmost layer of the skin, which establishes a tight barrier by creating a stratified epithelium that is separated from the dermis by a basement membrane. During development, the epidermis derives from the primitive ectoderm, a single layer of epithelial cells that differentiates into epidermal basal keratinocytes [1–3]. These actively proliferating cells can symmetrically divide to laterally expand epidermal growth and asymmetrically divide to form the upper, mature squamous layers of the skin epithelium. Cells within the upmost epidermal layer are sloughed from the skin surface and are continually replaced by differentiating basal keratinocytes moving outward.

During embryogenesis, cells of the surface ectoderm, which cover the entire embryo, express the intermediate filaments Keratin 8 (K8) and K18. Around embryonic day 8.5 a few of these cells become committed to an epidermal keratinocyte fate which is marked by a transition in the expression of K8/K18 to K5 and K14 [1, 2, 4, 5]. The K5/K14 positive basal layer cells initiate a program of stratification and eventually undergo terminal differentiation to form the mature adult epidermis, a process that requires the expression of the transcription factor and keratinocyte marker P63.

The molecular mechanisms that regulate epidermal formation following stratification have been the focus of several studies [1] but the mechanisms that control the initial commitment of surface ectoderm to the epidermal lineage during embryogenesis remain elusive. Our previous work shed light into these earlier stages by identifying an unappreciated step during keratinocyte specification [6]. This stage is characterized by the expression of P63 in pre-epidermal keratinocytes prior to K14 expression in fully committed epidermal keratinocytes [6]. Furthermore, impairing γ-secretase related pathways utilizing N-[N-(3,5-Difluorophenacetyl)-L-alanyl]-S-phenylglycine t-butyl ester (DAPT) in human embryonic stem cells (hESCs) or by genetically deleting presenilin 1 and 2 in the developing murine epidermis promotes P63 expression [6].

In recent years hESCs have been used as a model for the study of lineage specification and differentiation. Protocols for differentiation of hESCs into keratinocyte lineages have been developed and shown to be able to generate surface ectoderm cells [6–9]. These protocols have also been shown to mimic the developmental steps that occur during normal *in vivo* murine surface ectoderm development (6). Therefore, these differentiation protocols can be used to identify novel molecular mechanisms that regulate the transition of the surface ectoderm towards an epidermal fate.

Since our previous studies demonstrated that hESCs treated with DAPT enhanced the formation of epidermal progenitors, we used this γ-secretase inhibitor as a pharmacological tool to identify key regulators of non-neural ectoderm specification using RNA sequencing. Our RNA sequencing screen reveals a new transcriptional gene signature associated with early non-neural ectoderm development and with epidermal specification of hESCs.

## Materials and Methods

### Human embryonic stem cell culture

H1 hESC cells were obtained from WiCell [10]. The cells were cultured on matrigel (BD Biosciences) in mTESR1 medium (Stem Cell Technologies) at 37°C, 5% O_2_ and 5% CO_2_ and passaged every 5–6 days using dispase (Stem Cell Technologies). Ectoderm specification of hESCs was performed according to previously described protocols [7]. Briefly, hESC colonies were incubated for 3 days with 0.5 nM of human recombinant bone morphogenic protein (BMP-4) (R&D Systems). From day 4 to day 10, BMP-4 was removed and cells were incubated in medium supplemented with 10% fetal calf serum (FCS; FCII Hyclone). BMP-4 induced differentiation of hESCs is heterogeneous, resulting in cells expressing genes associated with mesoderm and ectoderm lineages, rather than endoderm, neuroectoderm [6]. The γ-secretase complex was inhibited with 5 μM DAPT (Sigma) in ethanol and replaced daily throughout the duration of the specification protocol. Ethanol does not alter the differentiation process [6]. At the end of the specification protocol, RNA samples were isolated with Trizol (Invitrogen) and RNeasy kit (Qiagen) and submitted for mRNA sequencing.

### Stranded mRNA sequencing

cDNA libraries were prepared according to Illumina’s TruSeq Stranded mRNA Sample Preparation Guide for TruSeq Stranded mRNA LT Sample Prep Kit—Set A (Catalog# RS-122-2101). Briefly, poly-A containing mRNA molecules were purified from 4 ug of total RNA using poly-T oligo-attached magnetic beads then fragmented into small pieces using divalent cations under elevated temperature. The cleaved RNA fragments were copied into first strand cDNA using reverse transcriptase and random primers followed by second strand cDNA synthesis using DNA polymerase I and RNaseH. These cDNA fragments then go through an end repair process using a combination of T4 DNA polymerase, E.coli DNA Pol I large fragment (Klenow polymerase) and T4 polynucleotide kinase. The blunt, phosphorylated ends were treated with Klenow fragment (3’ to 5’ exo minus) and dATP to yield a protruding 3- 'A' base for ligation of Illumina's adapters which have a single 'T' base overhang at the 3’ end. These products were then purified and enriched with 15 cycles of PCR to create the final cDNA library of known strand origin. Agencourt AMPure XP magnetic beads by Beckman Coulter were used at each step of the library making process to purify the desired fragments. The final purified DNA was captured on an Illumina flow cell for cluster generation. Libraries were sequenced on the HiSeq 2000 following the manufacturer's protocols.

### Bioinformatics

Raw reads were mapped to the human reference genome (hg19) with TopHat (version 2.0.6) algorithm [11]. RNA abundance and differential expression was calculated by Cuffinks (version 2.0.2) [12]. Among a total of 23615 genes, we selected 1495 genes having p-values less than 0.05 and fold change greater than 2 (759 genes over-expressed and 734 under-expressed) for pathway analysis. Corresponding gene symbols were used to determine the significant enrichment in pathway maps, diseases, or GO processes using the online tool DAVID [13, 14]. The test was performed by hypergeometric model implemented in MetaCore (www.genego.com).

### Indirect immunofluorescence microscopy

hESCs were fixed using 4% paraformaldehyde (Electron microscopy sciences) for 10 minutes at room temperature followed by a 5 minute permeabilization step with 0.2% triton-X100 (Sigma). The following antibodies and dilutions were used for immunostaining: Keratin 14 (rabbit, 1:1000, gift from J. Segre lab), Keratin 14 (1:500, chicken, gift from J. Segre lab), Keratin 18 (MAB3234, mouse, 1:100, Millipore), P63 (ab97865, rabbit, 1:250, Abcam), P63 (sc-8343, rabbit, 1:200, Santa Cruz Technologies), AP2α (3B5S, mouse, 1:10, Developmental Studies Hybridoma Bank), Sox2 (09–0024, rabbit, 1:100, Stemgent), Oct4 (MAB4401, mouse, 1:300, Millipore). Cells were stained with the appropriate fluorophore conjugated secondary antibody (Invitrogen) and mounted in ProLong Gold anti-fade reagent with DAPI for DNA visualization (Invitrogen). Slides were analyzed using a Zeiss Imager.M1 fluorescent microscope (Zeiss) and images were acquired with a color Axiocam MR3 camera (Zeiss).

### Quantitative reverse transcription-polymerase chain reaction

Real Time PCR was performed as described [15]. Briefly, total RNAs were isolated with Trizol (Invitrogen) and RNeasy kit (QIAGEN) from plated undifferentiated and differentiated hESCs treated with vehicle (ethanol) or DAPT. To generate cDNA, equal amounts of total RNA (500 ng) were added to a reverse transcriptase reaction mix (Stratagene) with oligo-dT(12) as primer. Quantitative real time PCR was conducted with a LightCycler system (Roche Diagnostics, Basel Switzerland) using the LightCycle DNA master SYBR Green kit for 45 cycles. Primers used in these experiments are listed in S3 Table. LightCycler analysis software was used for quantifications. The number of cycles required to reach the crossing point for each sample was used to calculate the amount of each product using the 2^-ΔΔCP^ method. Levels of PCR product were normalized to β-actin mRNA levels.

### Statistics

To determine significance between groups, comparisons were made using Students t tests with GraphPad Prism version for Macintosh (GraphPad Software). For all statistical tests, the 0.05 level of confidence was accepted for statistical significance.

### Ethics statement

All work was approved by the Embryonic Stem Cell Research Oversight (ESCRO) committee of Yale University.

## Results

### Surface ectodermal fate markers are induced in DAPT-treated hESCs undergoing epidermal fate specification

Our previous studies suggest that DAPT treatment of hESCs undergoing epidermal fate commitment enhances the specification of these pluripotent cells towards an epidermal lineage [6]. To analyze early events associated with keratinocyte fate specification, we triggered hESCs to adopt an ectodermal/epidermal lineage via treatment with bone morphogenic protein 4 (BMP-4) and fetal calf serum (FCS) (Fig 1A). Cells were also treated with either a vehicle control (ethanol; not shown to have an effect in the differentiation process [6]) or DAPT for the entire duration of the differentiation protocol. Morphologically, undifferentiated colonies typically have clear borders and round compacted cells characterized by a high nuclear to cytoplasmic ratio and prominent nuclei [10]. The cells at the periphery of the colony often display a flattened appearance with a lower nuclear to cytoplasmic ratio (Fig 1B). In general, colonies containing cells displaying this typical morphology are considered to be differentiating. Based on changes in cell morphology, a qualitative increase in the number of differentiating cells was observed in DAPT-treated cultures versus ethanol controls (Fig 1B). This increase in differentiated cells in DAPT-treated colonies continued throughout the differentiation protocol and was associated with a reduction in the protein and mRNA levels of the pluripotency transcription factors *OCT4 (POU5F1)* and *SOX2*, which are highly expressed in undifferentiated colonies (Fig 1C and 1D). In DAPT-treated cells, we also observed an increase in the number of cells expressing the transcription factor activating enhancer-binding protein 2α (TFAP2A) and tumor protein 63 (TP63), which label surface ectoderm and keratinocyte lineages, respectively (Fig 1C). Analysis of mRNA levels of *POU5F1* and *TFP2A* confirmed the acceleration of differentiation globally in DAPT-treated cells versus vehicle controls (Fig 1D and 1E). A significant increase in the mRNA levels of *TFP2A* started following 3 days of BMP-4 treatment and extended throughout the entire length of the differentiation protocol (Fig 1E). Taken together, these results suggest that differentiation towards a surface ectoderm fate is accelerated in response to DAPT-treated hESCs undergoing ectodermal specification.

**Fig 1:**
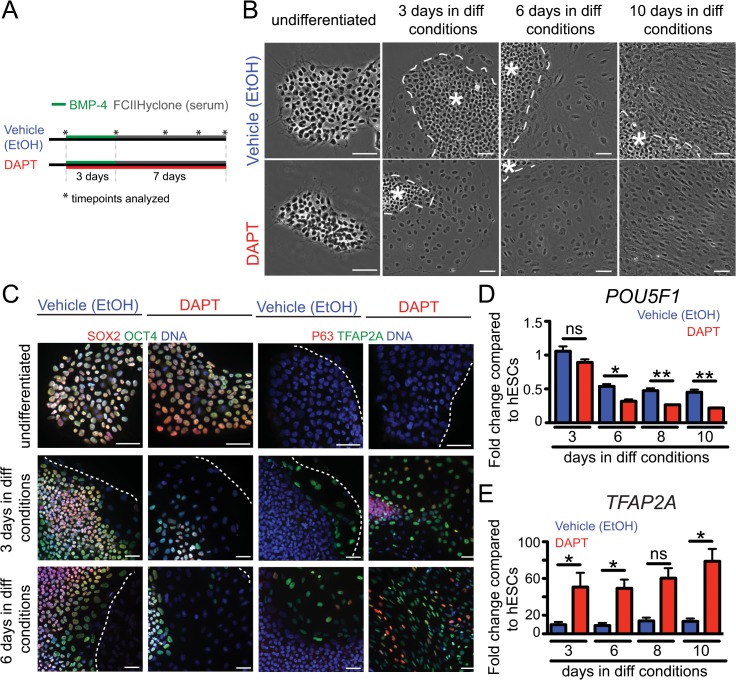
DAPT accelerates ectoderm specification of hESCs. (A) Schematic of the protocol used to induce ectoderm specification of hESCs in the presence of an inhibitor of a **ϒ**-secretase inhibitor (DAPT) or vehicle control (ethanol). (B) Morphological analysis of phase images of hESCs colonies at different timepoints throughout the ectoderm specification protocol. DAPT-treatment accelerates colony differentiation as made evident by a qualitative increase in number of cells displaying a flattened morphological appearance. (C) Undifferentiated hESCs are negative for P63 (red) and AP2α (green), and are positive for the pluripotency markers SOX2 (red) and OCT4 (green). As cells differentiate, DAPT-treated colonies display an increase in P63 and AP2α expression and a loss in OCT4 and SOX2 at 3 and 6 days in differentiation conditions. Dotted line outlines colony edge and the asterisk marks undifferentiated areas of the colonies. (D) Quantitative real-time PCR (qRT-PCR) analysis of mRNA levels of *POU5F1* during differentiation as compared to undifferentiated hESCs (n = 6 independent differentiation experiments for each bar). (E) qRT-PCR analysis of mRNA levels of *TFAP2A* during differentiation as compared to undifferentiated hESCs (n = 3 independent differentiation experiments for each bar). All data are ± SEM (** 0.001<p<0.01, *0.01<p<0.05). Scale bars represent 100μm.

### A unique molecular gene signature is associated with ectoderm-specified hESCs

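H1 hESCs, an established human embryonic stem cell line, were given 0.5 nM BMP-4 for 3 days and then medium with 10% fetal calf serum up to day 10. Either 5 μM DAPT, an inhibitor of the γ-secretase complex that releases the Notch intracellular domain, or its ethanol vehicle was present throughout. Poly-A RNA of day 10 was made into stranded libraries, 3 for each treatment and 6 in all, and sequenced. The paper's text calls these samples triplicates and does not name separate cultures. The authors' p-values therefore rest on libraries whose spread may be technical, and the model of spread behind them is not given. The authors mapped the reads to hg19 with TopHat 2.0.6 and computed expression and differences with Cufflinks 2.0.2. Their deposited table gives, for each gene, 1 FPKM value (fragments scaled by transcript length and by the mapped total) per treatment, over its libraries, with a test statistic, a p-value and a q-value. It gives no value per library, so the depth is unknown and no SD could be computed. From the group FPKM values the log2 fold change of DAPT over ethanol was computed, and the standard error printed with it is the one implied by the authors' test statistic. Genes are said to have risen or fallen with DAPT where the authors' deposited table gave a q under 0.05 and the fold was over 2.

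For gene groups, 35 lists of symbols were fixed before the data were examined but after the paper's supplementary tables had been read, so a list that holds genes of those tables is not independent evidence of its direction. Each list is described by its calls and by the median log2 fold change of its tested members with at least 1 FPKM in 1 treatment. That median is given with its percentile among 10000 random lists of the same size, matched on expression in 10 bins, as a description of these libraries and not as a test. The random lists were not matched on transcript length or GC content. A small median at an extreme percentile can therefore reflect the trend of the log2 fold change with these. Loci are on hg19, as in the deposited table, and count from 1. The deposited table has 2 sheets, which name the treatments in opposite ways for the same values. The sheet of changed genes, like S1 and S2 Tables and Fig 3, names as DAPT the values that the sheet of all genes names as ethanol, and the naming of the former was used. With the other naming, every rise given here would be a fall. The paper's immunostaining of OCT4, TFAP2A and TP63 and its qRT-PCR run in the direction used here.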

To identify the transcriptional changes that occur during early surface ectoderm/keratinocyte specification, we performed transcriptional profiling of ectoderm-specified hESCs treated with either ethanol or DAPT for the entire duration of the differentiation protocol (Fig 1A and S1 and S2 Tables). We chose to compare changes in the transcriptome of control and DAPT-treated hESCs undergoing epidermal specification after 10 days of differentiation, a time point where we have observed the keratinocyte transcription factor *TP63* to be most significantly elevated [7]. 

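Most genes expressed in ectoderm-specified hESCs had similar mRNA levels with DAPT and ethanol. The deposited table held 23615 genes, of which the authors tested 15216, and 1417 of these changed, which is 6.00% of the table and 9.31% of the genes tested. The median log2 fold change of the 13183 tested genes with at least 1 FPKM was 0.000462, with quartiles of -0.29 and 0.27. Genes of general cell functions stayed close to this centre. Of 18 housekeeping genes, none rose or fell (the same when adjusted over the list alone), and their median log2 fold change was -0.16, at percentile 13.9. GAPDH, a glycolytic enzyme, had 2690 FPKM with DAPT and 3116 FPKM with ethanol, and ACTB, the cytoskeletal β-actin, 2384 and 2768 FPKM. Of 79 ribosomal protein genes, 1 rose (1 when adjusted over the list alone), with a median of -0.15 at percentile 7.58. The gene that rose was RPL23A (123.7 against 44.4 FPKM), whose locus overlaps another row of the table. Of 51 histone genes, none was called, with or without adjustment over the list alone, and the median was -0.21 at percentile 4.36. Of 29 cell cycle genes, 4 rose and 1 fell (the same numbers when adjusted over the list alone), with a median of -0.14 at percentile 8.37. Among the risers were CCND1, which encodes cyclin D1 (29.0 FPKM with DAPT against 5.52 with ethanol), and MKI67, a marker of proliferating cells (3.87 against 1.06 FPKM). The other 24 were not called, among them the mitotic genes CDK1 (36.7 and 40.3 FPKM) and CCNB1 (66.3 and 73.3 FPKM). Inhibitors of cyclin-dependent kinases went both ways, since CDKN2B rose (12.7 against 2.08 FPKM) and CDKN1C fell (5.57 against 12.9 FPKM). In the hypoxia and stress list of 27 genes, 4 fell and none rose (the same when adjusted over the list alone), with a median of -0.14 at percentile 10.1. One of them was GDF15, a stress-induced factor of the TGF-β family, at 5.11 FPKM with DAPT and 29.0 FPKM with ethanol.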

Bioinformatic analysis showed that out of more than twenty thousand genes analyzed, roughly 6% of them significantly changed between the vehicle- and DAPT-treated samples (Fig 2A). Out of these, 47.6% of the genes were upregulated in the DAPT-treated sample compared to the vehicle control whereas 52.4% were significantly downregulated (Fig 2A). 

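With DAPT, 674 genes rose and 743 fell. The rises made up 47.6% of the changed genes (exact 95% binomial interval 44.9 to 50.2%, which treats genes as independent) and the falls 52.4%. The median log2 fold change was 1.66 among the rises and -1.60 among the falls, and 254 rises and 217 falls lay beyond 2 in absolute size. The largest rises among genes with at least 1 FPKM were those of TFAP2B, an AP-2 transcription factor, of PLSCR5 (log2 fold change 4.90, implied standard error 0.67), of GABRP, a subunit of the GABA-A receptor (4.73, implied standard error 0.23), and of CYP24A1, the enzyme that breaks down active vitamin D (4.55, implied standard error 0.49). GABRP reached 201 FPKM with DAPT against 7.56 FPKM with ethanol. Among the largest falls were those of TFF1, a trefoil peptide of mucous epithelium (-4.96, implied standard error 1.04), of the apolipoprotein gene APOA4 (-4.68, implied standard error 0.48), of HP, which encodes the plasma protein haptoglobin (-4.63, implied standard error 0.68), and of the cystatin gene CST1 (-4.36, implied standard error 0.24), which was at 57.5 FPKM with DAPT and 1181 FPKM with ethanol.

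Marker lists of cell lineages lay on both sides of 0. Medians lay below 0 for genes of endoderm, pluripotency, mesoderm, blood vessels and muscle, and above 0 for genes of epidermis, amnion, neural crest and surface ectoderm and, by less, of neural ectoderm, mesenchyme, trophoblast and placodes. The intervals of several lists, amnion among them, span 0. The genes that rose had longer and less GC-rich transcripts than those that fell. In the reference annotation, the canonical transcript of the expressed genes had a median length of 4460 bases among the rises, 3194.5 bases among the genes not called and 2447 bases among the falls. The median GC content was 46.8% among the rises and 54.3% among the falls.

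**Figure D1:**
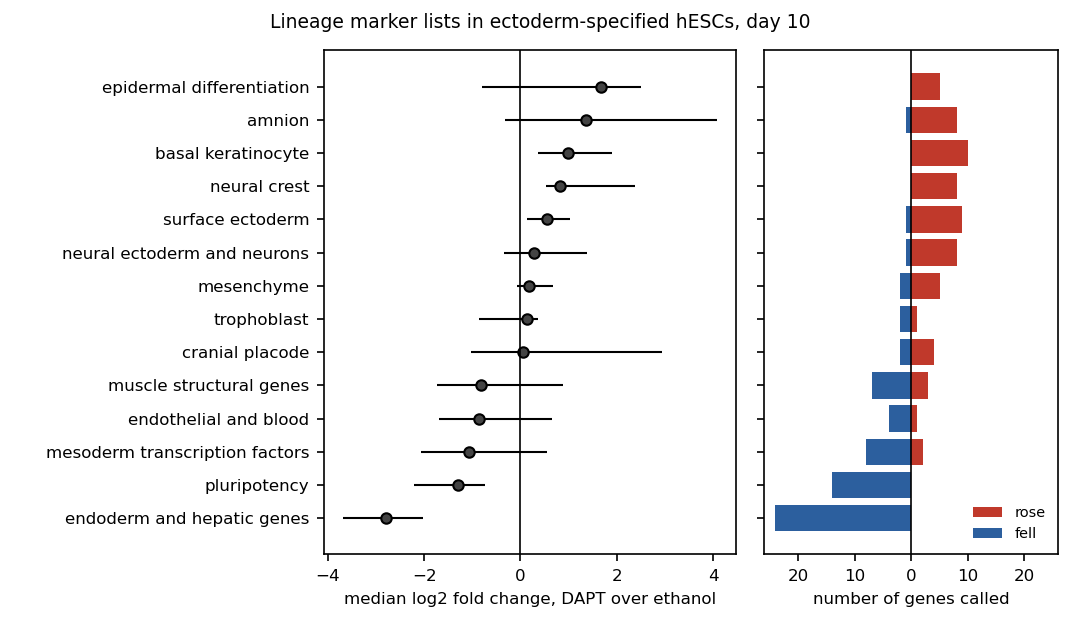
Left, median log2 fold change of DAPT over ethanol (x axis) for the expressed members of 14 lineage lists, with bars for the 95% order-statistic interval of the median across genes (the full range where the list has few genes). Right, number of tested members of each list that rose (red) or fell (blue). Endoderm and hepatic genes lie lowest, with 24 falls, and epidermal differentiation genes highest, with 5 rises.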

Hierarchical clustering of the triplicate samples shows the consistency of replicates (Fig 2B).

**Fig 2:**
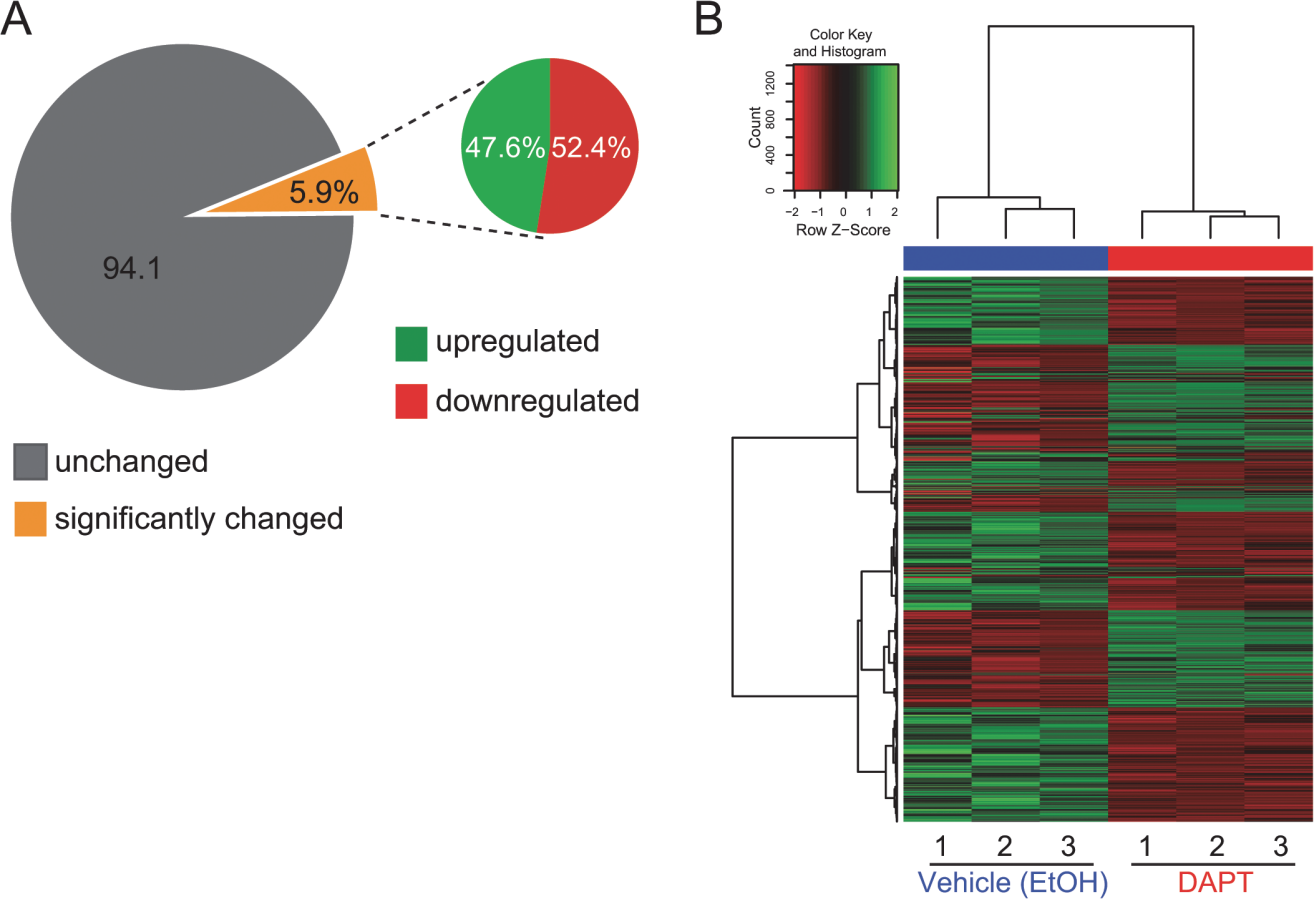
Quantitative analysis of differentially regulated genes in DAPT-treated hESCs during ectoderm specification. (A) Pie chart representation of the percentage of genes that are significantly upregulated and downregulated when hESCs are specified to surface-ectoderm cells in the presence of DAPT compared to vehicle-treated cells. (B) Heat map representation of differentially regulated genes in both the DAPT and vehicle-treated samples (in triplicate). Genes depicted in green correspond to genes that are significantly upregulated in the DAPT-treated sample versus the vehicle-treated samples (log2 fold change >1); genes depicted in red represent genes that are significantly downregulated (log2 fold change <1) in the DAPT-treated sample versus the vehicle-treated control.

RNA sequencing results detected alterations in many genes involved in the characterization of both ectodermal cells and epidermal keratinocytes. The sequencing results permitted comparisons of relative expression levels of these genes in the vehicle and DAPT-treated cultures (S1 and S2 Tables). 

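Transcription factors of the surface ectoderm and a keratin of basal keratinocytes were higher with DAPT. TFAP2A (chromosome 6, 10396916 to 10419797 of hg19), an AP-2 factor of non-neural ectoderm, was at 21.8 FPKM with DAPT and 7.10 FPKM with ethanol, a log2 fold change of 1.62 (implied standard error 0.22). Its paralog TFAP2B (chromosome 6, 50786439 to 50815326) was at 3.60 and 0.0519 FPKM, a log2 fold change of 6.11 (implied standard error 0.33). TP63 (chromosome 3, 189349216 to 189615068), the p63 factor of stratified epithelia, was at 3.88 and 0.546 FPKM, a log2 fold change of 2.83 (implied standard error 0.31). KRT5 (chromosome 12, 52908359 to 52914243), which encodes the basal keratin K5, was at 1.53 and 0.26 FPKM, a log2 fold change of 2.56 (implied standard error 0.45). All 4 rose at the q-values of the authors' deposited table, and all 4 did so when adjusted over the list alone, which is not independent evidence since the study chose these genes on the same samples. The rows of TFAP2A and TP63 overlap other rows of the table.

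Among 27 tested genes of surface ectoderm, 9 rose and 1 fell (the same numbers when adjusted over the list alone), with a median log2 fold change of 0.55 at percentile 100. Besides the AP-2 and p63 factors, GRHL2, a regulator of epithelial junction genes, rose (13.9 against 3.90 FPKM), as did DLX2, a homeobox factor of ectoderm and branchial arches (1.70 against 0.384 FPKM). GATA2 was the 1 gene that fell (2.55 against 6.16 FPKM). Simple-epithelium keratins were abundant and not called, with KRT8 at 961 and 876 FPKM and KRT18 at 846 and 687 FPKM. Neural crest and amnion genes were also among the rises. TFAP2B is in both the surface ectoderm and the neural crest list, and TFAP2C, GATA3 and KRT7 are in both the surface ectoderm and the trophoblast list. Of 18 neural crest genes, 8 rose and none fell (the same when adjusted over the list alone), with a median of 0.81 at percentile 100. SNAI2, a repressor of cell adhesion genes in migrating crest (16.4 against 2.04 FPKM), and SOX10, a crest transcription factor (3.49 against 0.649 FPKM), were among them. Of 11 genes of amnion, an extraembryonic epithelium, 8 rose and 1 fell (the same numbers when adjusted over the list alone). Of 17 trophoblast genes, 1 rose and 2 fell (the same numbers when adjusted over the list alone), with a median of 0.14 at percentile 81.5.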

The mRNA levels of several ectoderm and keratinocyte specific genes including *TFAP2A*, *TFAP2B*, *TP63*, *and K5* [16–21] were elevated with DAPT treatment. Conversely, DAPT treatment decreased mRNAs associated with pluripotency, (*OCT4* and *NANOG (22))*, mesoderm [*NK2 homeobox 5* (*NKX2-5)*, *brachyury (T)*, *GATA binding protein 6 (GATA-6)*, *myogenin (MYOG)*, *goosecoid homeobox (GSC)*, *titin (TTN)*, *myosin heavy chain 3 (MYH3) and actin alpha 1 (ACTA1*)], and endoderm [*forkhead box A2 (FOXA2)*, *sex determining region Y-box 17 (SOX17)*, *eomesodermin (EOMES)*, *NODAL*, *mix paired-like homeobox (MIXL)*, *and HNF1 homeobox β (HNF1β)*] [21–25]. 

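Many markers of undifferentiated cells and mesoderm, and most of endoderm, were lower with DAPT, and the endoderm group fell most. For mesoderm transcription factors the interval of the median spanned 0 (-2.06 to 0.55). POU5F1, the gene of the pluripotency factor OCT4, was at 47.3 FPKM with DAPT and 240 FPKM with ethanol, a log2 fold change of -2.34 (implied standard error 0.22). NANOG was at 2.06 and 10.5 FPKM (-2.36, implied standard error 0.29). SOX2, another core pluripotency factor that neural progenitors also express, was at 23.1 and 31.6 FPKM and was not called (q = 0.18 in the authors' deposited table). Of 24 tested pluripotency genes, 14 fell and none rose (15 fell when adjusted over the list alone), with a median log2 fold change of -1.31 at percentile 0. The growth factor gene TDGF1 fell (22.6 against 105 FPKM), while LIN28A (90.4 and 138 FPKM) and ZFP42 (57.0 and 58.0 FPKM) were not called. The POU5F1 row lies on an alternative haplotype of chromosome 6 in the deposited table.

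For mesoderm, GSC (-2.90, implied standard error 0.67), T or brachyury (-2.06, implied standard error 0.41), ACTA1, the skeletal muscle actin (-1.73, implied standard error 0.23), and GATA6 (-1.60, implied standard error 0.26) fell. NKX2-5, a cardiac homeobox factor, had 0.119 FPKM with DAPT and 0.526 FPKM with ethanol and was not called (q = 0.059 in the authors' deposited table), and it passed when the q-value was adjusted over the list alone, or with the unadjusted p of 0.00868. MYOG (0.0147 and 0.0420 FPKM), TTN (0.144 and 0.261 FPKM) and MYH3 (0.113 and 0.219 FPKM) were below the level at which the authors tested genes. Of 20 mesoderm transcription factors, 8 fell and 2 rose (9 and 2 when adjusted over the list alone), with a median of -1.07 at percentile 0. The 2 that rose were MEF2C (1.58) and ISL1 (1.21), which cardiac and neural cells express. Muscle structural genes went both ways, since 7 of 19 fell and 3 rose (the same numbers when adjusted over the list alone), with a median of -0.82 at percentile 0. MYL2 rose (3.16) and MYL3 fell (-2.51), both myosin light chains, and ACTC1, the cardiac actin, was at 999 and 814 FPKM and not called. Of 16 endothelial and blood genes, 4 fell and 1 rose (the same numbers when adjusted over the list alone), with a median of -0.86 at percentile 0. The VEGF receptor genes FLT1 (21.4 against 68.7 FPKM) and KDR (11.2 against 28.7 FPKM) fell.

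For endoderm, FOXA2 (0.370 against 4.79 FPKM, log2 fold change -3.69), EOMES (-3.52), SOX17 (-3.22), NODAL (-2.23) and MIXL1 (-1.42) fell, which is not independent evidence since the study chose them on these samples. In the longer list of endoderm and hepatic genes, 24 of 26 fell and none rose (24 when adjusted over the list alone), with a median of -2.80 at percentile 0. Products of fetal liver and visceral endoderm were among them, such as APOA1 (24.7 against 403 FPKM), APOA2 (15.5 against 307 FPKM), the thyroxine carrier TTR (3.79 against 46.5 FPKM) and α-fetoprotein, AFP (4.07 against 27.7 FPKM). Cystatin, apolipoprotein and serpin genes, grouped by symbol, had 12 falls and 3 rises among 30 tested (14 and 3 when adjusted over the list alone), with a median of -0.97 at percentile 0.

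**Figure D2:**
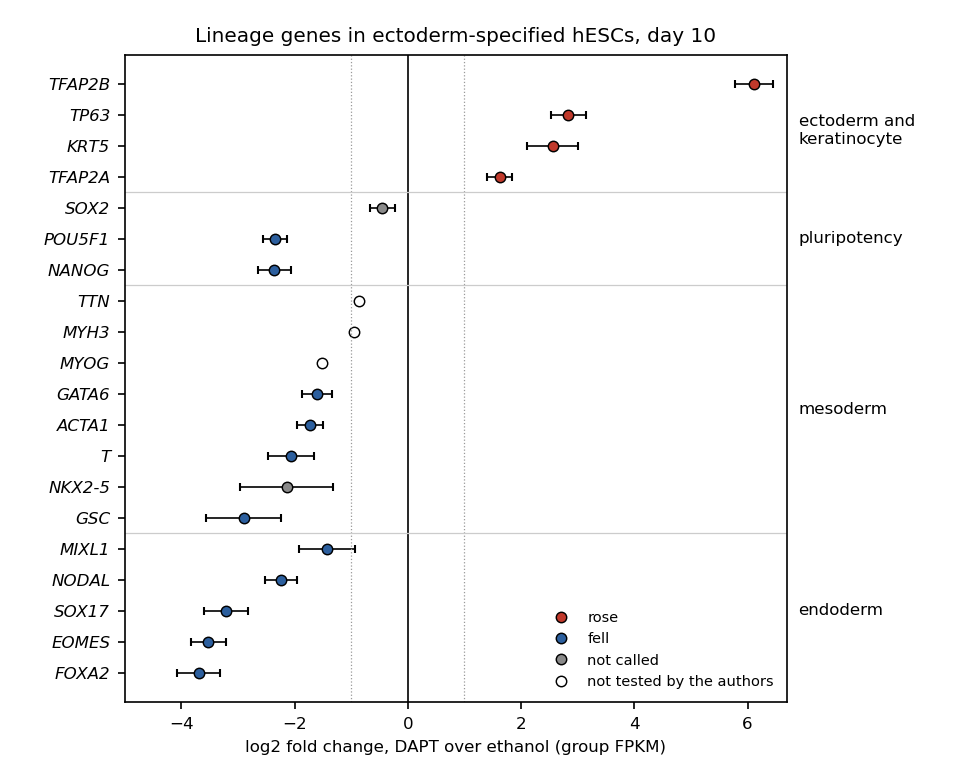
Log2 fold change of DAPT over ethanol (x axis, from the authors' group FPKM) for lineage genes that the paper names (y axis). Bars are the standard errors implied by the authors' test statistic, red points rose, blue points fell, grey points were not called, open points were not tested by the authors, and dotted lines mark a fold of 2. The ectoderm and keratinocyte genes lie to the right, from 1.62 to 6.11, and the endoderm genes to the left, from -1.42 to -3.69.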

Comprehensive lists of the upregulated and downregulated genes are in S1 and S2 Tables.

Given the induction of genes associated with epithelial and epidermal cell fates, we further investigated the classes of genes that change during hESC ectoderm specification in response to DAPT treatment. To this end, we performed gene ontology (GO) analysis using the online DAVID tool to identify significantly enriched categories of genes upregulated within DAPT-treated hESCs specified toward the ectoderm lineage (Fig 3) [13, 14]. Within the genes that significantly changed in the DAPT-treated samples, we found an enrichment of genes associated with transcriptional regulation and growth factor activity (Fig 3A). 

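Growth factors, and transcription factors of the families chosen here, were several times more frequent among the changed genes than among the others, in both directions. Symbols of the homeobox, PAX, SOX, GATA, FOX, TBX, KLF and ZIC families and of some bHLH factors were taken. Those of the AP-2, RUNX and GRHL factors were added. Together they stood in for the annotation of transcriptional regulation, since the terms of the DAVID tool were not used here. Of 182 such genes tested, 41 rose and 28 fell (44 and 30 when adjusted over the list alone). The rises were 22.5% of the families against 4.21% of all other tested genes (odds ratio 6.61, adjusted p = 8.5e-18, 2-sided Fisher's exact test with Benjamini-Hochberg adjustment over 6 tests), and the falls 15.4% against 4.76% (odds ratio 3.64, adjusted p = 7.71e-08, same exact test). The median log2 fold change of the families was 0.09, at percentile 93.5. Zinc finger genes with ZNF symbols were not part of these families and were seldom called, with 11 rises and 3 falls among 460 tested. So the enrichment holds for the chosen families and not for every kind of transcription factor. Of 88 growth factor genes tested, 18 rose and 18 fell (18 and 20 when adjusted over the list alone). The rises were 20.5% against 4.34% of the other genes (odds ratio 5.67, adjusted p = 6.82e-08, same exact test), with an odds ratio of 5.11 for the falls (adjusted p = 1.96e-07, same exact test). The median of the growth factors was 0.25, at percentile 100. Genes are not independent of each other, so these p-values describe the overlap of lists in these libraries.

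Signaling families divided. In the BMP and TGF-β pathway, 9 of 36 genes rose and 8 fell (the same numbers when adjusted over the list alone), with a median of 0.15 at percentile 96.8. TGFB2 (14.8 against 1.61 FPKM), the activin subunit gene INHBA (23.1 against 3.25 FPKM) and SMAD4, the common mediator of the pathway (4.55 against 0.650 FPKM), rose. BMP4 rose by 1.41 on the log2 scale, and BMP2 fell by 1.09. In the WNT pathway, 9 of 28 rose and 5 fell (9 and 6 when adjusted over the list alone), with a median of 0.54 at percentile 100. The ligand gene WNT7B rose (4.59 against 0.507 FPKM), and SP5, a target of the pathway, fell (1.41 against 6.27 FPKM). Of 16 FGF and EGF ligands, 6 fell and 1 rose (the same numbers when adjusted over the list alone), with a median of -0.91 at percentile 0.02. FGF17 fell by 3.37, and FGF9 was the 1 that rose, by 2.07 on the log2 scale. Among 25 HOX genes, 4 rose and none fell (5 rose when adjusted over the list alone), with a median of 0.10 at percentile 67.8.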

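Of 22 tested genes of basal keratinocytes, 10 rose with DAPT, none fell and 12 were not called (the same numbers when adjusted over the list alone), with a median log2 fold change of 0.99 at percentile 100. COL17A1, the hemidesmosome collagen, was at 32.6 FPKM with DAPT and 6.39 FPKM with ethanol, a log2 fold change of 2.35 (implied standard error 0.22). ITGB4, the β4 integrin of hemidesmosomes, rose by 2.21 on the log2 scale, and TRIM29, which basal epithelial cells express, by 2.68. SFN, a 14-3-3 protein of keratinocytes, was at 96.8 and 39.9 FPKM (1.28, implied standard error 0.22). The epidermal transcription factor gene BNC1 (13.2 against 4.58 FPKM) rose by 1.53. FREM2, a basement membrane protein gene, rose by 1.67 (7.98 against 2.5 FPKM), and its relative FRAS1 was at 7.61 and 9.66 FPKM and not called (q = 0.33 in the authors' deposited table). FOXN1 (0.0153 and 0.00431 FPKM) was below the level at which the authors tested genes. CDH3, or P-cadherin (69.4 and 34.9 FPKM), was just under a fold of 2 and so not called (0.99, q = 7.9e-05 in the authors' deposited table). KRT14, the partner of K5, was at 7.27 and 5.44 FPKM and not called (q = 0.39 in the same table). Over all keratin symbols, 2 of 12 tested rose and none fell (the same when adjusted over the list alone), with a median of 0.37 at percentile 99.5, and the other riser was KRT23 (0.782 against 0.143 FPKM).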

The epidermis was the primary epithelial lineage associated with genes upregulated with DAPT treatment as indicated by changes in the levels of *K5*, *TP63*, *TFAP2A*, *stratifin* (*SFN)*, *fraser syndrome 1* (*FRAS1)*, *related extracellular matrix protein 2 (FREM2)*, *forkhead box N1 (FOXN1)*, *interferon regulatory 6 (IRF6)* and *basonuclin 1 (BNC1*) [16, 17, 26–34]. Interestingly, several genes associated with mature epidermal cell types including *involucrin* (*IVL*), *transglutaminase 1* (*TGM1*), and *trichohyalin* (*TCHH*) are upregulated in DAPT-treated cultures [35–37]. 

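Only 10 of 28 genes of epidermal differentiation were expressed highly enough for the authors to test. Of these, 5 rose and none fell (the same when adjusted over the list alone), and the median log2 fold change of the 8 with at least 1 FPKM was 1.66, at percentile 100. TGM1, the transglutaminase that cross-links the cornified envelope, was at 5.69 FPKM with DAPT and 1.01 FPKM with ethanol, a log2 fold change of 2.5 (implied standard error 0.29). KLK6 (27.8 against 5.30 FPKM), KLK7 (1.26 against 0.362 FPKM) and KLK8 (4.21 against 0.80 FPKM), serine proteases of the kallikrein family, and the cystatin gene CST6 (22.8 against 7.93 FPKM) were the others that rose. The call of KLK8 was near the threshold (q = 0.047 in the authors' deposited table). IVL, which encodes involucrin, was at 0.146 FPKM with DAPT and 0.0652 FPKM with ethanol, and TCHH, which encodes trichohyalin, at 0.0301 and 0.0157 FPKM. Both were below the level at which the authors tested genes. PPL, the gene of the desmosomal plaque protein periplakin, was at 7.00 and 6.43 FPKM and not called.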

DAPT-treated ectoderm-specified cells also contained an enrichment of genes associated with the development of a broad spectrum of epithelial lineages including urothelial [*uroplakin 1B* (*UPK1B*, *UPK2*) [38, 39], mammary (*SIX homeobox 1* (*SIX1*)) [40], oral (*ALX homeobox 1*(*ALX1*)) [41] and lung (*eyes absent homologue 1* (*EYA1*)) [42, 43].

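EYA1, a transcriptional coactivator, rose (2.76 FPKM with DAPT against 0.360 with ethanol, log2 fold change 2.94, implied standard error 0.40), and so did ALX1, a homeobox factor of craniofacial mesenchyme (1.70 against 0.425 FPKM, 2.00, implied standard error 0.46). The urothelial genes UPK1B (1.52 and 0.839 FPKM, q = 0.099 in the authors' deposited table) and UPK2 (2.33 and 1.32 FPKM, q = 0.2 in the same table) were not called. EYA1 is also a marker of the cranial placodes, ectodermal thickenings that form sense organs. Of 10 tested placode genes, 4 rose and 2 fell (5 and 3 when adjusted over the list alone), with a median log2 fold change of 0.05 at percentile 51.5. EYA2 rose (3.19 against 0.457 FPKM), as did IRX1 (3.60 against 0.519 FPKM), and the 2 that fell were SOX3 (1.60 against 3.25 FPKM) and PAX2 (0.0845 against 0.353 FPKM). The paper examined gene classes because genes of epithelial and epidermal fates were induced. From the changes in K5, TP63, TFAP2A and the other epidermal genes it concludes that the epidermis was the primary epithelial lineage among the genes raised by DAPT.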

**Fig 3:**
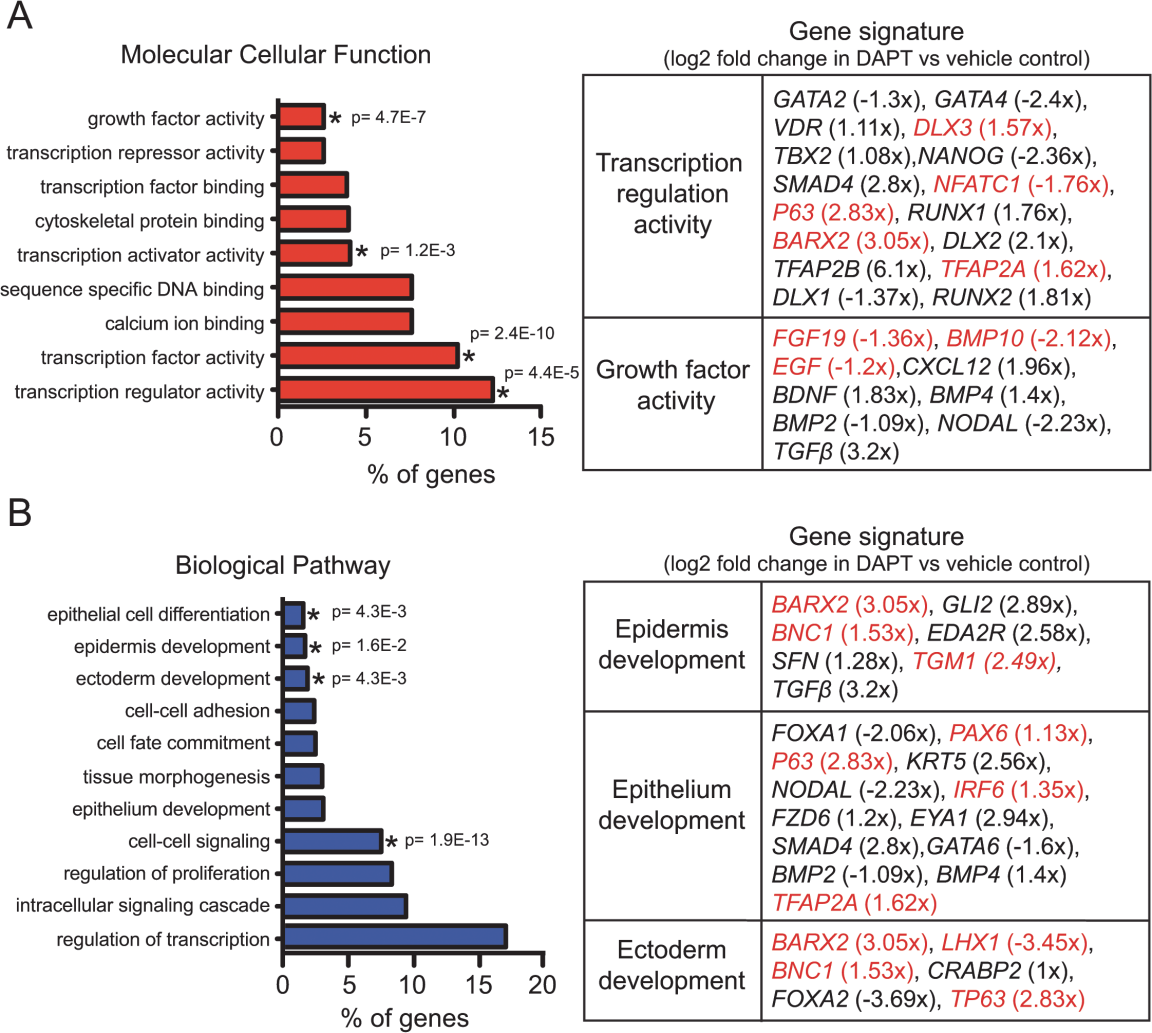
DAPT treatment during ectoderm specification of hESC reveals a transcriptional gene signature associated with ectoderm/epidermal development. (A) Gene ontology analysis reveals a transcription gene signature associated with DAPT treatment during ectoderm specification of hESCs. (B) Gene ontology analysis reveals an upregulation of genes associated with ectoderm, epithelium and epidermal development with DAPT treatment during ectoderm specification of hESCs. The threshold of EASE Score, a modified Fisher Exact P-Value, for gene-enrichment analysis is depicted for specific annotation categories (p value ≤ 0.05 is considered strongly enriched). Genes highlighted in red were corroborated by quantitative real time PCR (see Fig 4).

Since transcription factor signaling plays an essential role in dictating embryonic stem cell fate [23, 44], we next sought to validate factors involved in guiding hESCs towards an ectodermal/epidermal lineage. Towards this aim, we chose to examine the mRNA levels of genes identified to be relevant in ectodermal/epidermal fate specification as identified by GO analysis (Fig 3) and by previous studies [45–51]. We performed real time PCR on ethanol and DAPT-treated hESCs undergoing a time course of ectodermal/epidermal fate specification. We observed a downregulation of *nuclear factor of activated T-cells* (*NFATC1*) and *LIM Homeobox Protein 1* (*LHX1*) (Fig 4B and 4C). In contrast, the *homeobox proteins BarH-Like 2* (*BARX2*) and *Distal-Less Homeobox 3* (*DLX3*), *IRF6*, and *paired box 6* (*PAX6*) were upregulated (Fig 4C and 4D). The mRNA expression patterns of each of these transcription factors recapitulated trends in fold changes observed in the transcriptional profiling data between ethanol and DAPT-treated cultures, validating our RNA sequencing results. 

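Genes that the paper followed by qRT-PCR changed in both directions in the deposited table. Among transcription factors, NFATC1 fell (1.79 FPKM with DAPT against 6.09 with ethanol, log2 fold change -1.77, implied standard error 0.30), as did LHX1 (0.512 against 5.78 FPKM, -3.50, implied standard error 0.33). BARX2, a homeobox factor of epithelia, rose (4.16 against 0.499 FPKM, 3.06, implied standard error 0.37). DLX3, a homeobox factor of epidermis and hair follicle, was low in both treatments (0.831 against 0.280 FPKM, 1.57, implied standard error 0.42). PAX6, a factor of eye and neural ectoderm whose row overlaps another, was at 2.57 and 1.17 FPKM (1.13, implied standard error 0.27). The growth factor genes FGF19 (1.26 against 3.24 FPKM, -1.36), EGF (0.810 against 1.86 FPKM, -1.20) and BMP10 (2.65 against 11.6 FPKM, -2.12) fell. With a pseudocount of 1 FPKM, the log2 fold changes of DLX3 (0.52), PAX6 (0.72), EGF (-0.66) and FGF19 (-0.91) were under a fold of 2.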

Importantly, this data provides a list of candidate transcription factors that if altered may promote the specification of hESCs towards an ectodermal/epidermal fate.

**Fig 4:**
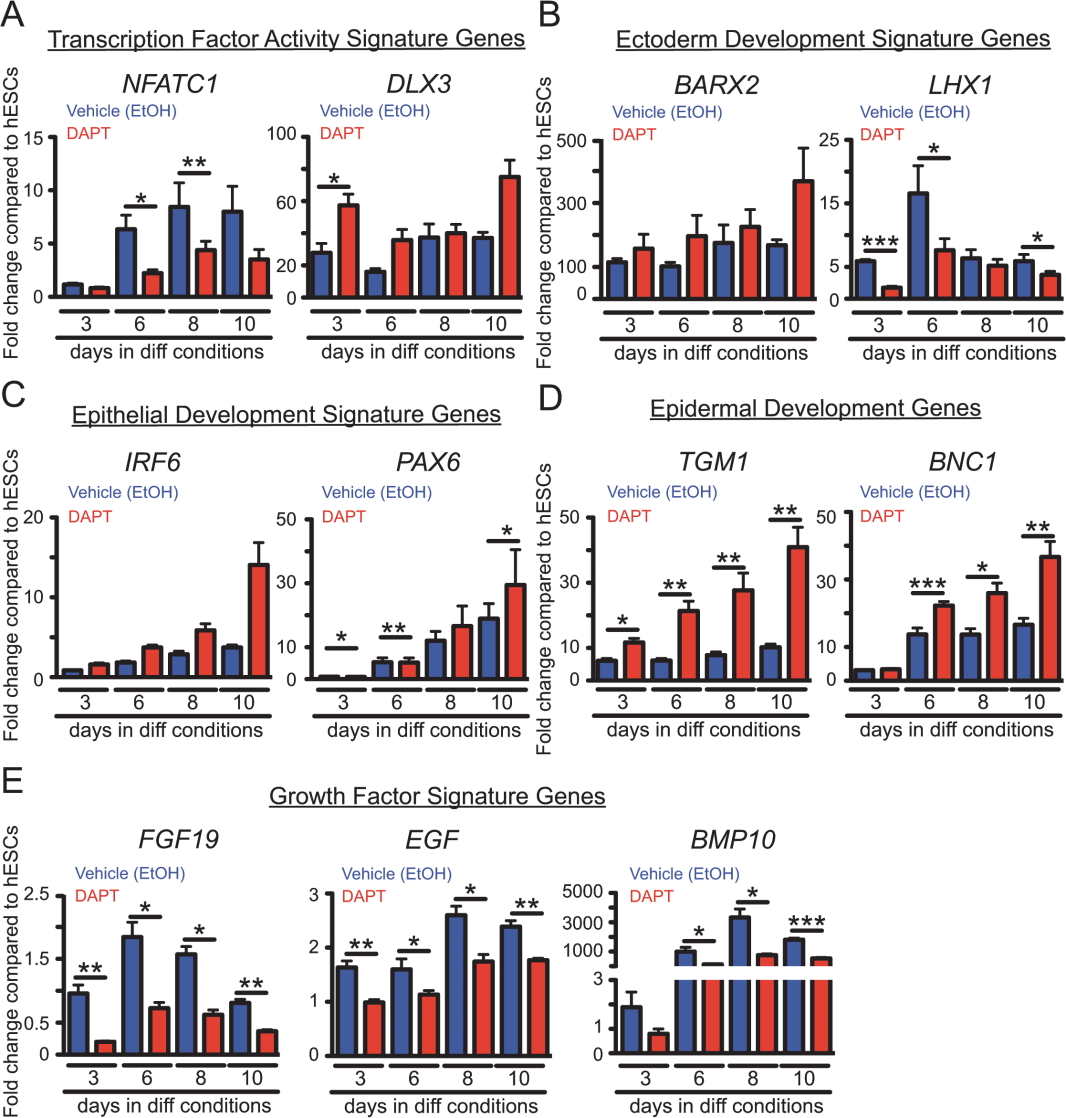
Quantitative real time analysis validates a transcriptional gene signature associated with ectoderm/epidermal development. qRT-PCR analysis of mRNA levels of genes associated with (A) growth factor genes (*FGF19*, *EGF*, *BMP10*), (B) transcriptional regulation (*NFATC1*, *DLX3*), (C) ectoderm development (*BARX2*, *FOXA2*, *LHX1*), (D) epithelial development (*IRF6*, *PAX6*) and (E) epidermal development (*TGM1*, *BNC1*) during the differentiation protocol (see Fig 1A) as compared to undifferentiated hESCs (n = 6 independent differentiation experiments for each bar). All data are ± SEM (*** p<0.001, ** 0.001<p<0.01, *0.01<p<0.05).

### Analysis of ectoderm signature expression in mouse embryos and association with human disease

To analyze whether genes induced in hESCs by DAPT treatment are expressed in the ectoderm or epithelial lineages in vivo, we analyzed the mRNA expression of genes significantly upregulated by 2 fold using the EMAGE and mouse genomics databases [52] (S4 Table). 

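S4 Table names 212 genes from the search for expression in mouse embryos, 1 of them without a tissue. In the deposited table, 201 of them rose with DAPT, none fell, 5 were not called and 6 were not tested by the authors. The 5 not called were CLEC1A, CREB3L2, GJB6, POU4F1 and RNF223. The study drew this list from the genes that rose on these samples, so the tally is not independent evidence of direction. Entries with the word neural, which include neural crest, were the most frequent of the tissue words counted, with 108 genes, of which 102 rose. Tissues were counted by words in the entries, and a gene can have several, so the tallies overlap. Skin was given for 20 genes and epidermis for 9, and all of these rose. For tissues outside the ectoderm, heart was given for 11 genes (10 rose), liver for 4 and endoderm for 2, all of which rose. Lung was given for 15 genes, of which 14 rose.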

Of the upregulated genes that displayed expression data, we find that 97% (205/211) of these genes are localized within ectodermal lineages (Fig 5). In particular, several genes display localization similar to p63 in the murine limb bud (Fig 5A and 5B). 

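Limb expression was given in S4 Table for 56 genes, of which 54 rose with DAPT in the deposited table. CYP26B1, an enzyme that breaks down retinoic acid, had a log2 fold change of 1.81. CAPN6, a calpain family gene, was at 53.3 FPKM with DAPT and 9.65 FPKM with ethanol, a log2 fold change of 2.46. VGLL2, a cofactor of TEAD factors, had a log2 fold change of 2.85. The ligand gene FGF9 was low in both treatments, at 0.720 and 0.171 FPKM.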

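Genes known from mesenchyme moved in both directions. In S4 Table, mesenchyme was given for 28 genes and all of them rose in the deposited table. In the list of 26 mesenchymal marker genes, 5 rose and 2 fell (the same numbers when adjusted over the list alone), with a median log2 fold change of 0.17 at percentile 99.4. DCN, the gene of the matrix proteoglycan decorin, rose from 0.713 FPKM with ethanol to 9.72 FPKM with DAPT (3.77, implied standard error 0.43). ZEB1, a repressor of epithelial genes, rose by 3.65 (0.990 against 0.0790 FPKM), and PRRX1, a factor of limb mesenchyme, by 1.41. PDGFRA (3.10 against 8.68 FPKM) and THY1 (57.8 against 142 FPKM), both surface proteins of fibroblasts, fell. The abundant genes VIM (927 and 966 FPKM) and TAGLN (994 and 908 FPKM), of the cytoskeleton of mesenchymal cells, were not called.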

Interestingly, genes expressed within mesenchymal tissue were present, suggesting the mesenchymal lineages may also be induced by DAPT treatment of ectodermally differentiating hESCs (Fig 5B). Several genes displayed neural expression within the developing embryo, while few of the upregulated genes were expressed in non-ectoderm lineages (Fig 5B). This analysis of mRNA expression confirms that DAPT treatment of ectoderm specified hESCs further enhances specification of ectoderm lineages.

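Among 19 tested genes of neural ectoderm and neurons, 8 rose and 1 fell (the same numbers when adjusted over the list alone), with a median log2 fold change of 0.28 at percentile 97.0. The neuronal genes MAP2 (1.36 FPKM with DAPT against 0.179 with ethanol) and SNAP25 (1.12 against 0.110 FPKM) rose, by 2.93 and 3.34 on the log2 scale. DCX, a microtubule protein of migrating neurons, rose from a low level (0.425 against 0.0216 FPKM). NEUROG1, a proneural factor, was at 0.564 FPKM with DAPT and listed at 0 with ethanol. SOX3, a factor of neural progenitors, was the 1 that fell. The most abundant members were not called, with TUBB3, neuronal tubulin, at 130 and 133 FPKM and NES, the gene of the intermediate filament nestin, at 69.5 and 56.4 FPKM.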

**Fig 5:**
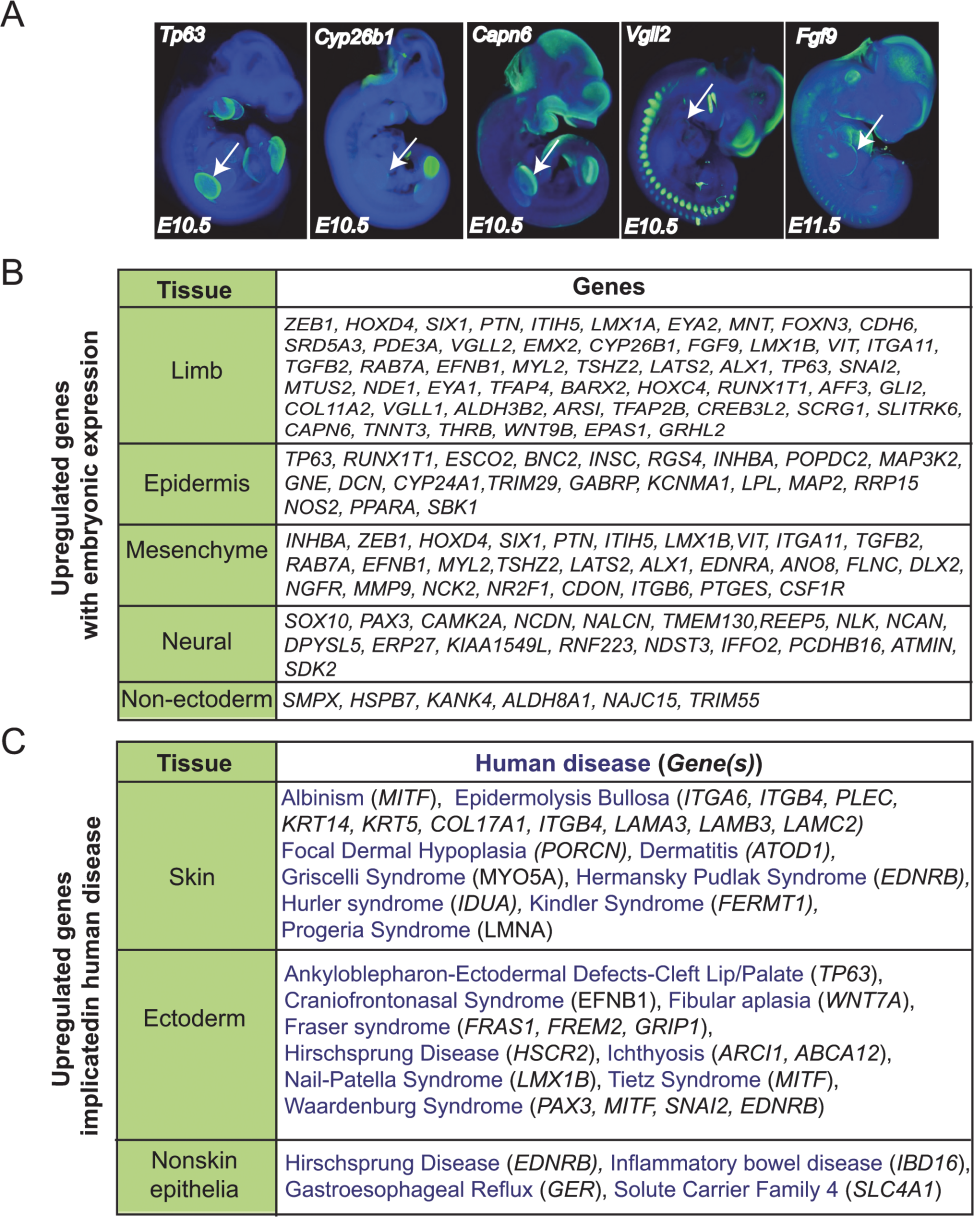
Analysis of in vivo expression and human diseases associated with genes upregulated in DAPT-treated hESCs during ectoderm specification. (A) Images of in situ localization of mRNAs expressed within the murine limb bud at E10.5-E11.5. Data are from the EMAGE gene expression database (EMAGE gene expression database (http://www.emouseatlas.org/emage/)), *P63* EMAGE:5000; *Cyp26b1* EMAGE:5746; *Capn* EMAGE:6170; *Vgll22* EMAGE:6040; *Fgf9* EMAGE:6189. Arrows indicate limb bud localization. (B) Analysis of mRNA expression of 211 upregulated genes with DAPT treatment of ectoderm specified hESCs was performed using EMAGE gene expression database (http://www.emouseatlas.org/emage/) and Gene Expression Database (http://www.informatics.jax.org/expression). (C) Analysis of mRNA expression of 211 upregulated genes with DAPT treatment of ectoderm specified hESCs was performed using the human-mouse connection (http://www.informatics.jax.org/humanDisease.html). Diseases were categorized according to presentation of symptoms in indicated tissues.

Given the utility of hESCs for analyzing disease phenotypes in particular lineages [53], we analyzed human diseases associated with genes that are upregulated with DAPT treatment of ectoderm specified hESCs (Fig 5C and S5 Table). Several skin and ectodermal disorders were identified including epidermolysis bullosa and cleft palate. 

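S5 Table lists 41 diseases with 189 different genes. In the deposited table, 31 of these genes rose with DAPT, 3 fell, 103 were not called, 41 were not tested by the authors and 11 were not found by symbol. A gene that rose was listed for 29 of the 41 diseases, and the study drew the diseases from genes that rose on these samples. COL17A1 and ITGB4, which encode parts of the hemidesmosome and are listed for forms of junctional epidermolysis bullosa, both rose. ITGA6 (19.7 and 15.7 FPKM) and PLEC (10.4 and 9.34 FPKM), also of the hemidesmosome, and LAMB3 are listed for 1 or the other of these forms and were not called, and LAMA3 (0.214 and 0.320 FPKM) was not tested by the authors. The 3 genes that fell were ADD2 (7.21 against 18.7 FPKM), ENPP1 (1.75 against 4.72 FPKM) and NQO2 (13.5 against 42.4 FPKM).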

Genes involved in non-epidermal diseases were also upregulated by DAPT treatment, supporting the induction of non-epidermal epithelium such as lung. Together, these data support the ability of DAPT to enhance ectoderm specification and provides candidate ectoderm and epidermal diseases that can be studied using hESCs and/or patient-derived iPSCs.

## Discussion

As the body’s largest organ and its first defense against external pathogens, the skin is essential for mammalian survival [1, 2, 54]. Tissue-based replacement therapies utilizing ESC-derived keratinocytes for patients diagnosed with genetic skin diseases like epidermolysis bullosa, burn wounds or chronic ulcers have great potential. However, a major challenge for ESC based cell replacement therapies is the ability to rapidly generate homogeneous cell populations that are specified to a specific lineage for efficient engraftment and are non-tumorigenic [53]. Several groups have made strides in the induction of either induced pluripotent cells or hESCs toward epidermal keratinocyte lineages [6, 8, 17, 34, 55–61]. However, the molecular mechanisms that drive keratinocyte fate specification in embryonic stem cells are not well understood. By taking advantage of the ability of DAPT to enhance epidermal fates during BMP-4/FCS-induced ectoderm specification of hESCs [6], we have determined a unique molecular gene signature for developing human epidermal cells.

The changes in gene expression induced by DAPT treatment of ectoderm specified hESCs supports the enhanced induction of epidermal cell fates [6]. DAPT induces an early adoption of surface ectoderm fate, as indicated by an increase in AP2 transcription factor expression, which is required for normal epidermal development and morphogenesis in *Xenopus* [20] and mice [21, 24, 62]. In addition, *IRF6* was shown to be essential for normal skin, limb and craniofacial morphogenesis [47] and balances proliferation and differentiation during later epidermal specification events [31]. Several other genes that regulate epidermal keratinocyte fate induction such as *TP6*3, *DLX3* [46], *BARX2* [48, 49], *ectodysplasin A receptor* (*EDAR)* [63] and *SFN* [26, 29] were also altered in response to DAPT treatment. 

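TP63, DLX3, BARX2 and SFN all rose with DAPT. EDAR, the receptor of ectodysplasin in hair and gland placodes, was at 0.206 FPKM with DAPT and 0.0446 FPKM with ethanol, below the level at which the authors tested genes. EDA2R, the other ectodysplasin receptor gene, rose (2.77 against 0.461 FPKM, log2 fold change 2.58, implied standard error 0.24).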

We also identified the induction of several genes involved in dictating other epithelial cell fates. For instance, the transcription factor *EYA1* has been previously described as a critical coordinator of epithelial, mesenchymal and vascular morphogenesis in the mammalian lung [29] and been shown to regulate, cell polarity, mitotic spindle orientation and asymmetric division during self-renewal/differentiation of epithelial cells in the embryonic lung distal epithelium [42].

The molecular basis for how these transcriptional regulators influence epidermal fate commitment remains an area of future investigation. It is possible that several of these genes may directly impinge upon the activation of *TP63* expression, which is essential for keratinocyte specification in ESCs [17, 64]. For instance, ChIP-seq experiments have demonstrated that AP2 proteins and TP63 act as co-regulators of epidermal differentiation [65]. Additionally, previous studies indicate that these transcription factors may be involved in regulatory feedback loops to control the expression and activation of TP63. For example, TP63 can induce IRF6 during face morphogenesis [66]. Dlx3 is regulated by p63 during murine ectoderm development [67]. Dlx3 can also post-translationally regulate ΔNp63α protein expression in epithelia [68]. Since TP63 is essential for regulating normal epidermal development and keratinocyte fate in ESCs [17, 64], establishing a mechanistic relationship between these transcription factors and TP63 may be key to defining the signaling events that dictate the progression of hESCs towards an ectodermal/epidermal fate.

Our previous work provided several pieces of evidence that linked Notch signaling to epidermal keratinocyte specification both in mouse embryos and ectoderm specified hESCs [6]. DAPT-mediated inhibition of γ-secretase led to the inactivation of the Notch receptor as indicated by a decrease in Notch intracellular domain (NICD) expression. Importantly, a downregulation in transcript levels for Notch target genes *hes family bHLH transcription factor 5* (*HES5)* corresponded with an increase in p63 transcripts. Our transcriptional profiling data also reveal that *HES5* and *hes-related family bHLH transcription factor with YRPW motif 2 (HEY2)* are downregulated, further supporting that Notch activity was suppressed. However, despite observing decreases in Notch target genes we did not observe alterations in transcript levels for any of the 4 mammalian Notch receptors and several Notch ligands remained expressed following p63 expression. Thus, it is also important to consider that DAPT-mediated induction of ectodermal/epidermal fate specification may be due to other pathways influenced by γ-secretases. For example, several members of the Eph/ephrin family of receptors and ligands including EphA4, EphB2, ephrin-B1 and ephrin-B2 can be proteolytically cleaved by γ-secretases [69–72]. 

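Most Notch target genes were not called, and those that were went both ways. HEY2 was at 2.58 FPKM with DAPT and 5.85 FPKM with ethanol, a log2 fold change of -1.18 (implied standard error 0.28, q = 0.00034 in the authors' deposited table). HES5 was at 0.0784 and 0.188 FPKM, below the level at which the authors tested genes. Of 15 tested Notch targets, 2 rose and 1 fell (the same numbers when adjusted over the list alone), with a median log2 fold change of 0.09 at percentile 69.0. HEY2 was the 1 that fell. Its relative HEY1 rose (9.37 against 3.79 FPKM, 1.31, implied standard error 0.30), as did CCND1, which many other pathways also regulate. HES1 was at 14.5 and 12.7 FPKM (0.20, implied standard error 0.25) and MYC at 15.5 and 22.2 FPKM, and neither was called.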

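None of the 3 Notch receptor genes that the authors tested was called. NOTCH1 was at 3.62 FPKM with DAPT and 4.76 FPKM with ethanol (log2 fold change -0.40, implied standard error 0.23), NOTCH2 at 19.0 and 13.5 FPKM (0.49, implied standard error 0.25) and NOTCH3 at 14.0 and 11.8 FPKM (0.25, implied standard error 0.21). NOTCH4, at 0.235 and 0.263 FPKM, was not tested by the authors, and its row lies on an alternative haplotype. Of the ligands, JAG1 was at 20.5 and 13.1 FPKM and not called at a fold of 2 (0.64, q = 0.018 in the authors' deposited table). Over receptors and ligands together, 2 of 10 tested genes fell and none rose (the same when adjusted over the list alone), with a median of 0.20 at percentile 87.4. The 2 were DLK1 (53.3 against 138 FPKM) and DNER (0.269 against 0.951 FPKM), non-canonical ligands. Among 14 genes of Notch co-activators and γ-secretase, 1 rose and none fell (the same when adjusted over the list alone), with a median of 0.16 at percentile 93.1. It was MAML2, a co-activator (7.33 against 3.54 FPKM). The γ-secretase subunit genes APH1A (68.2 and 57.9 FPKM) and PSENEN (46.6 and 46.8 FPKM) were not called.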

Recent studies have revealed novel roles for Eph/ephrin signaling in regulating adhesion, differentiation and disease in primary human epidermal keratinocytes [73–75], the corneal epithelium [76] and other epithelial tissues [77] which suggests possible roles for these signaling complexes in regulating epidermal fate specification. Indeed, our transcriptional profiling data reveals alterations in the levels of several Eph/ephrin subtypes (S1 and S2 Tables). 

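Of 18 tested Eph and ephrin genes, 5 rose and 1 fell (the same numbers when adjusted over the list alone), with a median log2 fold change of 0.20 at percentile 94.4. The ephrin ligand genes EFNB1 (1.98 FPKM with DAPT against 0.291 with ethanol, 2.77, implied standard error 0.23), EFNB2 (67.3 against 25.8 FPKM, 1.38, implied standard error 0.21) and EFNA1 (52.5 against 20.6 FPKM, 1.35, implied standard error 0.22) rose. So did the receptor genes EPHB1 (1.32 against 0.562 FPKM) and EPHB2 (13.1 against 5.77 FPKM, 1.18, implied standard error 0.22). EPHA6 fell (0.220 against 0.644 FPKM). EPHA4 was at 8.07 and 7.92 FPKM (0.03, implied standard error 0.22) and not called, like the more abundant receptors EPHA2 (27.1 and 38.2 FPKM) and EPHB4 (26.2 and 30.4 FPKM).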

Future studies using gene silencing approaches or specific pharmacological inhibitors of both Notch-independent and dependent pathways will further our understanding of the molecular mechanisms involved in directing epidermal fate specification.

Our gene signature induced by DAPT in ectoderm specified hESCs displayed expression patterns within the epidermis of developing murine embryos in vivo, further supporting the induction of epidermal genes in DAPT-treated hESC cultures. Interestingly, these analyses also revealed the expression of several genes in the DAPT signature within the mesenchyme of developing embryos, including *LIM homeobox transcription factor 1* (*LMX1)* [78] *and pleiotrophin (PTN)* [79]. 

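Both LMX1 genes rose from very low levels. LMX1B was at 0.421 FPKM with DAPT and 0.0178 FPKM with ethanol, a log2 fold change of 4.56 with an implied standard error of 0.81. LMX1A was at 0.781 and 0.0461 FPKM (4.08, implied standard error 0.85). PTN, a secreted heparin-binding growth factor, was abundant and rose from 24.2 FPKM with ethanol to 110 FPKM with DAPT (2.19, implied standard error 0.22). With a pseudocount of 1 FPKM, the log2 fold change of LMX1B was 0.48 and that of LMX1A 0.77, both under a fold of 2, and that of PTN stayed above it.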

Given the importance of mesenchymal-epidermal interactions during development [80], the induction of mesenchymal cells may be required for specification of epidermal fates from hESCs. For instance, *LMX1* expression in the developing mesenchyme induces a dorsal epidermal fate [78]. *PTN* is a mitogen for fibroblast and epithelial cells and has been proposed as a mesenchymal regulator of epithelial embryonic development [79]. Several other genes are expressed in the mesenchyme underlying the ectoderm (Fig 5) and may function to support epidermal fate specification.

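The type VII collagen gene COL7A1, which encodes the anchoring fibrils of the skin, was at 18.0 FPKM with DAPT and 10.8 FPKM with ethanol. Its log2 fold change of 0.73 (implied standard error 0.21, q = 0.0071 in the authors' deposited table) was under a fold of 2, so it was not called. LAMB3, the β3 chain of laminin-332, was at 1.48 and 1.38 FPKM (0.09, implied standard error 0.31) and not called. The rows of both genes overlap other rows of the table.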

Several groups have demonstrated phenotypes from keratinocytes derived from induced-pluripotent stem cells (iPSCs) from patients with genetic skin diseases including genes expressed in our gene signature: type VII collagen (Col7)-deficient recessive dystrophic epidermolysis bullosa (RDEB) [58, 61], *laminin*, *beta 3* gene-deficient junctional epidermolysis bullosa (JEB) [60] and p63 mutant ectodactyly, ectodermal dysplasia, and cleft lip/palate (EEC) syndrome [81]. We identified several additional genes associated with human diseases in our gene signature, providing evidence that this system could be a platform for the use of iPSCs to study skin, craniofacial and other non-epidermal epithelial diseases.

In this study, we have identified a transcriptional gene signature associated with early ectoderm specification of hESCs, providing a relevant resource for the identification of novel players involved in this process. Further analysis of the activity and function of individual genes in this signature will be essential for the better understanding of keratinocyte specification.

## Supporting Information

S1 Table List of upregulated genes detected by transcriptional profiling of ectoderm-specified hESCs treated with DAPT versus Ethanol for 10 days.

S2 Table List of downregulated genes detected by transcriptional profiling of ectoderm-specified hESCs treated with DAPT versus Ethanol for 10 days.

S3 Table List of *Homo sapiens* primers used for qRT-PCR analysis.

S4 Table Tissue localization summary of genes upregulated in response to DAPT treatment using the mouse genomic database.

S5 Table Diseases associated with genes upregulated in response to DAPT treatment using the human-mouse connection.

# Supplementary material for: Transcriptional Profiling of Ectoderm Specification to Keratinocyte Fate in Human Embryonic Stem Cells
**Source:** PLoS One. 2015 Apr 7;10(4):e0122493. doi: 10.1371/journal.pone.0122493
**Supplement:** S3 Table

**S3 Table. List of *Homo sapiens* primers used for qRT-PCR analysis.**

| *Homo sapiens* | | |
| --- | --- | --- |
| Gene | Fw primer | Rev primer |
| *KERATIN 18* | TGAGACGTACAGTCCAGTCCTT | GCTCCATCTGTAGGGCGTAG |
| *KERATIN 14* | TCAGCATGAAAGCATCCCTGGAGAA | ATTTGGCGGCTGGAGGAGGTCA |
| *TRP63* | AGCCAGAAGAAAGGACAGCAGCATT | CTGTGCGGGCCTGGGTAGTC |
| *OCT4* | CCCCTGGTGCCGTGAAGCTG | CCCCAGGGTGAGCCCCACAT |
| *AP2α* | GCATATCCGTTCACGCCGAT | GGGAGATTGACCTACAGTGCC |
| *DLX3* | CTTACTCGCCCAAGTCGGAAT | AGTAGATCGTACGCGGCTTTC |
| *PAX6* | GCCCTCCGCTCCCAGGAATCT | CACATCTGCGCGCCCCTAGT |
| *FGF19* | AGATCAAGGCAGTCGCTCTG | CGGATCTCCTCCTCGAAAGC |
| *BMP10* | ATGCCCTCTGCCAACATCAT | GGAGGGGGTATTTTCGGAGC |
| *EGF* | TGTCCCTTTTTGGTGACCGTAT | CAAAGTTTCTGCTCAGGCTCC |
| *TGM1* | CTCTGGCACTCGAAGACCTG | TACTAGCATGCCCTCTCGGA |
| *BNC1* | CCGAGGCTATCAGCTGTACT | GGTCCCATAGAGCATGAGGC |
| *BARX2* | CCAGACAGGTTGGACTTGGCTCAG | GGGCTCCAGCTGCTCCTGAC |
| *LHX1* | CTCATCAGACCAAACCAAAGACCAT | CCAGGTCGCTAGGGGAGATG |
| *NFATC1* | GCATCACAGGGAAGACCGTGTC | GAAGTTCAATGTCGGAGTTTCTGAG |

How the deposited data were processed for this re-analysis (not part of the article)

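H1 hESCs were specified toward ectoderm for 10 days with 5 μM DAPT or with the ethanol vehicle, and RNA of 3 libraries per treatment was sequenced. The authors mapped the reads to the human genome build hg19 with TopHat 2.0.6 and computed expression with Cufflinks 2.0.2, as the methods and the submitters' processing notes state. The FPKM values in the deposited table were computed by the authors, 1 value per treatment over its libraries. The p-value, the q-value and the test statistic of each gene are the authors' too, from their comparison of the treatments in the deposited table. The log2 fold change in the deposited table was computed by the authors from these FPKM values, and it was recomputed here in the direction of DAPT over ethanol. The annotation, the scaling of libraries, the treatment of strand in counting and the model of spread behind the authors' test are not given in the sources used here. The table gives no counts and no values per library, so the depth is unknown, no SD, interval or lower limit that needs counts is given, and a gene with no signal is only said to be listed at 0. For 99.3% of the tested genes the p-value equals the 2-sided normal p-value of the statistic, and the standard error printed with a log2 fold change is the one implied by that statistic. Its median over expressed genes was 0.256.

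The 2 sheets of the deposited workbook name the treatments in opposite ways for the same values. The naming of the sheet of changed genes was used, which S1 and S2 Tables and Fig 3 follow. No test across libraries could be made, so the calls are the authors' q-value under 0.05 with a fold over 2, over the 15216 genes with a completed test. Of the other genes, 8052 were marked as not tested, 188 as failed, 158 as having too few data and 1 as too complex. All 1417 genes of the sheet of changed genes met the same thresholds. Among the tested genes, 113 were listed at 0 in 1 treatment, and no fold is given for these. Rows with the same locus or symbol as another row numbered 6410, of which 217 were called. Reads of such genes can have been divided between them in a way the table does not show. Rows whose loci overlap only in part were not counted. A further limit is that 278 rows lie on alternative haplotypes.

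The genes named in the text were set by a rule before the data were examined. They are every gene that the paper names for the sequencing, the 12 largest rises and the 12 largest falls among called genes with at least 1 FPKM, and, for each list, up to 4 called members with the largest change and up to 2 members not called with the highest expression. Other members of the lists, and genes of S4 and S5 Tables, are named as examples chosen after their values were seen. The lists were pluripotency, mesoderm transcription factors, muscle structural genes, endoderm and hepatic genes, surface ectoderm, basal keratinocyte, epidermal differentiation, neural ectoderm and neurons, neural crest, cranial placode, Notch targets, Notch receptors and ligands, Notch co-activators and γ-secretase, Eph and ephrin, trophoblast, amnion, endothelial and blood, mesenchyme, BMP and TGF-β pathway, WNT pathway, FGF and EGF ligands, cell cycle, hypoxia and stress, metallothioneins and housekeeping. By symbol pattern they were HOX genes, the transcription factor families, growth factors, ribosomal proteins, histone genes, mitochondrially encoded genes, cystatins with apolipoproteins and serpins, keratins, protocadherin β genes and KRAB zinc finger genes with ZNF symbols. The last pattern takes every ZNF symbol, and not all of these genes encode a KRAB domain. The results of some genes that this rule selects are not reported here. Mitochondrially encoded genes had 0 members in the table. The values of S1 and S2 Tables had been read when the lists were made.

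List medians were compared with 10000 random lists drawn from the expressed genes in 10 bins of mean expression. Transcript length and GC content were not matched, so the percentiles do not account for the trend with them. Enrichment among called genes was tested with the 2-sided Fisher's exact test in scipy 1.17.1, with all genes tested by the authors as the background and Benjamini-Hochberg adjustment over 6 tests. The intervals of list medians are 95% order-statistic intervals across genes. Transcript length, GC content and 3' UTR sequence came from the GENCODE annotation and the genome of the same build, GRCh37, and were found by symbol for 97.1% of the expressed genes (92.6% for the 3' UTR). Calling and list percentiles were tested on simulated data over 12807 genes for the comparison of DAPT with ethanol. Of simulated genes with a log2 change of 1.5, 90% were called, as were 94% of those with 2.5. Of the calls, 0.54% were false, and 4% of unchanged lists fell outside the central 95 percentiles. The simulated noise was normal, independent between genes and of the size implied by the authors' statistic. So these rates check the computation only, since genes of a list may vary together and the authors' model is unknown. The computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. The alternatives tried were other thresholds of q-value, p-value and fold, minimum levels of expression, pseudocounts of 0.1 and 1 FPKM, centring on the median, leaving out genes at 0 or with shared loci, removal of the trend with transcript length and GC content, and the other naming of the treatments. The clustering of single libraries (Fig 2B), the qRT-PCR and the imaging were not analysed here, since the table gives no values per library. The longer sheet of S4 Table was shortened in the copy used and was left out.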

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

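The thresholds that picked out the first 2 lists here were set after the list medians were seen, and so were the tests of the length and GC trend and of the spread among pluripotency genes. The test of microRNA sites was written before its result was seen, and its bootstrap was added afterwards.

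Amnion genes, a tissue the paper does not discuss, rose with DAPT beyond all 10000 random lists of the same expression. The median log2 fold change of the 11 members was 1.37 (95% order-statistic interval across genes -0.31 to 4.09). The members that rose include VTCN1, an immune checkpoint protein of epithelia (48.7 against 2.86 FPKM, log2 fold change 4.09), ITGB6, an integrin of epithelia (55.9 against 9.17 FPKM, 2.61), NR2F2, a nuclear receptor also found in mesenchyme (24.8 against 6.92 FPKM, 1.84), and IGFBP3 (580 against 224 FPKM, 1.37). CLDN10 fell (2.24 against 8.23 FPKM, -1.88), and BAMBI (144 and 170 FPKM) was not called. Other lists hold BMP4, HEY1, ISL1, HAND1 and BAMBI of this list too.

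Metallothionein genes, which encode metal-binding proteins and which the paper does not discuss, fell with DAPT. Of 8 tested, 6 fell and none rose (the same when adjusted over the list alone), and the median log2 fold change was -2.64 at percentile 0. MT1X was at 41.7 FPKM with DAPT and 250 FPKM with ethanol (-2.58, implied standard error 0.26), MT1G at 11.9 and 87.9 FPKM (-2.89, implied standard error 0.31) and MT2A at 32.8 and 68.3 FPKM (-1.06, implied standard error 0.27).

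The genes that rose had longer, less GC-rich transcripts than those that fell, and across all expressed genes the log2 fold change went with transcript length (Spearman's rho 0.257, across genes, which are not independent) and against GC content (rho -0.290). Taken as medians of 20 bins of length and of GC content, the trend shifted no gene by more than 0.437 on the log2 scale, which is less than a fold of 2. After its removal 993 of 1127 expressed calls, 88.1%, kept a fold over 2, as did 136 (100%) of the rises with a transcript whose p-value was listed at 0, but calls selected for a fold over 2 were mostly too large to lose it to a trend of that size, so these shares add no evidence of their own. A biological candidate explanation is weaker repression by the microRNAs of the miR-302 and miR-372 family, which are abundant in pluripotent cells. After the trend was removed, it was tested on 12202 genes with a 3' UTR, of which 2963 had a site. The median was 0.0026 with a site and -0.0056 without, a difference of 0.0083 on the log2 scale. That difference lay at percentile 92.7 among words of the same composition (bootstrap interval 53.7 to 99.1), which does not decide whether sites have an effect. Any effect left beside the trend was small, and the part of sites within the trend was not tested. The part of the trend that stays unexplained may be technical, such as a difference in RNA integrity or in library preparation between the treatments, or part of the response, and these cannot be told apart without values per library.

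The pluripotency genes that fell did so by unequal amounts. If DAPT left a smaller share of one residual pluripotent population, its genes would fall by about the same amount, and the interquartile range of the 14 members that fell was 0.88 on the log2 scale. These members were selected by a fold over 2, which narrows the range, and 10 of the 24 tested were not called, so the value bears on neither a smaller residual population nor a change of expression within cells, and both stay open. LIN28A and ZFP42, which were not called, may also be expressed in cells that have left pluripotency, and no test here bears on that.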

How the results depend on the processing

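The removal of the trend with transcript length and GC content and the other naming of the treatments were chosen after seeing the data, and all other alternatives before. No paired analysis was possible because the deposited table has only 1 value per treatment. For the same reason the replicate block, leaving out each replicate, DESeq2 and edgeR, and filters or pseudocounts on values per library were not run. The number of changed genes was 1417, and it moved to 2126 with a fold over 1.5, 473 with a fold over 4, 2139 with no fold threshold, 545 with at least 5 FPKM in 1 treatment and 661 with a pseudocount of 1 FPKM, by fewer or more genes passing the threshold. It stayed within 1.5 times under 8 others, from 1155 with at least 1 FPKM to 1597 with the unadjusted p-value. The share that rose, 47.6%, moved to 53.9% with a fold over 4, 50.6% with at least 5 FPKM, 51.0% with the pseudocount of 1 FPKM and 44.8% without rows that share a locus or symbol, and the cause was not tested. With the treatments named as in the sheet of all genes it was 52.4%, by construction, and every list and gene changes sign. The median log2 fold change of all expressed genes was -0.0105 with at least 5 FPKM in 1 group and -0.00883 with at least 0.1 FPKM. Among 34 lists, 130 of 134 medians under alternatives kept their value within the interval. Of these, 34 came from centring, whose shift of 0.000462 was too small to be a test. The exceptions were -1.72 for endoderm and hepatic genes, 0.30 for protocadherin β and 0.12 for ZNF symbols with a pseudocount of 1 FPKM, and 0.13 for ZNF symbols with at least 5 FPKM. Lists were run with other minimum levels of expression, a pseudocount of 1 FPKM and centring, and named genes with both pseudocounts and centring. Enrichment was run with the unadjusted p-value, a fold over 4 and a background of genes with at least 1 FPKM. Under these no list and no named gene reversed, and all 18 enrichment results stayed past the threshold. A list could count as reversed only where its interval excluded 0. Removal of the length and GC trend was run for the number and share of changed genes only. For named genes the lack of reversals was fixed in advance, since pseudocounts keep the sign and centring shifts values by 0.000462 only. Of 224 named genes, a pseudocount of 1 FPKM took 43 below a fold of 2, which low FPKM produces by construction, and one of 0.1 FPKM took 1. Depth is unknown, so what it limits could not be stated.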

Differences from the paper's values

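Which genes of S1 and S2 Tables are compared was chosen after the values were seen. The comparisons below use the log2 fold change of DAPT over ethanol from the authors' group FPKM. None of the alternatives set before the data were examined that give a log2 fold change, which are pseudocounts of 0.1 and 1 FPKM and centring on the median, removes any of the differences in log2 fold change given below.

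The paper states 1495 changed genes, 759 over-expressed and 734 under-expressed, and the deposited table gave 1417, 674 and 743 here (1597 with the unadjusted p-value). The paper's 47.6% and 52.4% are the shares of the deposited counts.

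S2 Table of the paper lists as lower with DAPT 11 genes that were higher here and not called or not tested. Among them DPEP2, PAX4 and TRPM5 were very low. A pseudocount of 1 FPKM left log2 fold changes of 0.021, 0.0024 and 0.0060, so their direction means little. All 11 are among its evenly spaced entries, so the differences may come from that series of 130 entries and not from the genes. The paper's log2 fold change is -1.42 for ADAMTS10 against 0.44 here, -1.66 for ADAMTS9 against 0.19, -1.71 for DPEP2 against 0.96, and -1.69 for ELMO2 against 0.35. For HMOX2 the paper's value is -1.85 against 0.13 here, for MASP2 -1.86 against 0.28, for MMP2 -1.78 against 0.79, and for PAX4 -1.57 against 0.35. For SP7 the paper's value is -1.65 against 0.54 here, for TRPM4 -1.65 against 0.17, and for TRPM5 -1.404 against 0.38. S2 Table of the paper, which lists lowered genes, gives SLC25A18 as 2.77, and the value here is -2.77, so the entry differs in its sign only.

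In Fig 3A the paper prints DLX1 as lower, about -1.4 in Fig 3A, read by eye, while it was 1.20 here and rose (0.50 with a pseudocount of 1 FPKM, under a fold of 2). RUNX2 is about 1.8 in Fig 3A, read by eye, against 1.09 here, which was not called (q = 0.25 in the authors' deposited table). The RUNX2 row shares its locus with another row.

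Some genes that the paper names as changed were not called. FRAS1, named as upregulated, had a log2 fold change of -0.34. UPK1B (0.86) and UPK2 (0.82), which the paper names for an enrichment of urothelial genes with DAPT, were not called, and ALX1 and EYA1 of the same sentence rose. NKX2-5 (-2.14), named as decreased, was not called at the q-value, and the unadjusted p-value, an alternative set before the data were examined, calls it. The paper names MYOG, TTN and MYH3 as decreased, FOXN1, IVL and TCHH as upregulated, HES5 as downregulated and EDAR as altered, and the authors' deposited table marks all of them as not tested. Of the mesoderm genes named by the paper, 4 of 8 fell. Others that the paper names did change in its direction, with FOXA2, SOX17, EOMES, NODAL and MIXL1 of endoderm falling and TFAP2A, TFAP2B, TP63, KRT5, SFN, FREM2 and BNC1 of ectoderm and epidermis rising. Of the genes that the paper places in its signature for skin disease, COL7A1 (0.73) is called only with a fold over 1.5 or no fold threshold, LAMB3 (0.09) with none of the thresholds tried, and TP63 rose. CRABP2, shown under ectoderm development in Fig 3B, had a log2 fold change of 0.90 here and is called with a fold over 1.5.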

Other observations

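The tests of the S2 Table entries were chosen after the result was seen, and the other values in this part are descriptions with no test.

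Several of the largest changes concern genes that the paper does not discuss. Among the 12 largest rises were LHFP (1.37 FPKM with DAPT against 0.0756 with ethanol), GFRA1, a co-receptor of the growth factor GDNF (1.06 against 0.0645 FPKM), ERP27, a protein of the endoplasmic reticulum (1.10 against 0.0736 FPKM), RAB3IP (1.95 against 0.150 FPKM), CDON, a co-receptor of hedgehog ligands (2.28 against 0.177 FPKM), and CHST11, a sulfotransferase of chondroitin (1.39 against 0.110 FPKM). Among the 12 largest falls were HPR, the haptoglobin-related gene (0.0950 against 2.27 FPKM), CD177, a surface protein known from neutrophils (0.542 against 8.40 FPKM), PRSS1, which encodes trypsinogen (0.140 against 2.17 FPKM), APOB (0.146 against 2.24 FPKM), the forkhead factor gene FOXQ1 (0.632 against 9.50 FPKM) and SLC5A9, a sugar transporter gene (0.189 against 2.76 FPKM).

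Of 460 tested genes with ZNF symbols, 11 rose and 3 fell (the same numbers when adjusted over the list alone), with a median log2 fold change of 0.17 at percentile 100. The random lists behind that percentile were not matched on transcript length or GC content. The trend with these shifted genes by up to 0.437 on the log2 scale, which is more than this median. Whether the ZNF median exceeds the trend was not tested. ZNF382 (0.410 against 0.0498 FPKM) and ZNF618 (2.82 against 0.369 FPKM) rose, and ZNF521, a factor of neural and mesenchymal progenitors, rose from 8.66 to 28.5 FPKM. Of 17 protocadherin β genes, adhesion proteins known from neurons, 1 rose and none fell (the same when adjusted over the list alone), with a median of 0.39 at percentile 95.4, and PCDHB16 was the 1 that rose (1.24 against 0.138 FPKM). The HOX genes that rose were HOXC4 (3.77 against 0.453 FPKM), HOXD4 (1.02 against 0.155 FPKM), HOXC9 (0.391 against 0.0806 FPKM) and HOXD9 (0.682 against 0.203 FPKM).

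S1 Table of the paper holds 666 entries, of which 662 lie within 0.02 of the log2 fold change in the deposited table, and 3 of the others are date numbers in place of symbols. S2 Table holds 742 entries, of which 609 lie within 0.02. Of its 132 other entries with a gene symbol, 130 lie on 1 straight line of p-value against log2 fold change, at even steps of 0.0045 from -1.90 to -1.32, with p-values from 0.000936 to 0.00323. None of the 139 matching entries in the same range lies on that line. All 127 genes that fell in the deposited table with a log2 fold change between -1.92 and -1.61 have no matching entry in S2 Table, among them NFATC1, ACTA1 and CXCR4. A candidate explanation is that a run of rows was overwritten with a filled series of evenly spaced values. The 130 entries on the line go with it, while no biological explanation was tested. Symbols of these entries step up by number too, such as ABCG2, ABCG3 and ABCG4 or HMOX2, HMOX3 and HMOX4. Symbols with no last number repeat, such as SHH and COCH. That also goes with a filled series, so the symbols need not be those of the overwritten genes. Of the entries on the line, 51 have symbols not found in the deposited table and 39 name genes that fell. Another 38 name genes that were not called or not tested, and 2 name genes that rose, PAX3 and LGALS3.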
